A study of Mus musculus with 40 samples. Its data were reported in "High-frequency head impact causes chronic synaptic adaptation and long-term cognitive impairment in mice" (2021).

How the data were processed

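RNA from the cortex of 40 mice was sequenced by the authors. The mice were 12 weeks old, had received memantine or saline 1 h before each session of high-frequency head impact (HF-HI) or sham handling, and were sampled 24 h after the last session. Per the authors, ribosomal RNA was depleted, stranded libraries were read in pairs on an Illumina HiSeq instrument, reads were aligned to the mouse genome (build mm10) with STAR, and reads per RefSeq transcript were counted with eXpress. The authors then scaled the counts with DESeq2 size factors and applied its variance-stabilising transformation, so the deposited values are on a log2 scale at high counts and compressed below that. The authors' own tests were DESeq2 Wald tests on a model with a term per group. The deposited table held 6831 transcripts of 5849 gene symbols in 40 libraries, with 10 libraries in each of 4 groups taken from the labels. It held only abundant transcripts, with a lowest mean normalised count of 549.2, and the threshold that the authors used was not stated. The raw reads were not analysed here.

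The transformation was inverted with its floor value of 10.36, which stands for a count of 0, to give normalised read counts. In each library, 100% of the values under a count of 5000 were then whole multiples of a single step, which is 1 over the size factor, and these made up 92.3% of all values. The size factors ran from 0.859 to 1.141. The summed counts per library ran from 13322404 to 17529644, and counting error alone gives a coefficient of variation of 4.27% at the lowest mean count in the table. A change of 1 unit in log2 counts appears as 0.308 units in the deposited values at a count of 549.2, as 0.4 units at a count of 1000 and as 0.81 units at a count of 10000, so changes are given both on the deposited scale and, for named transcripts, as the log2 change of the count. Symbols and positions came from the RefSeq annotation of mouse build GRCm38 (mm10), which gave a symbol for 99.62% of the transcripts.

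The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend in the variance prior) on the deposited values, with a term for each of the 4 groups and no covariate. It gave 5 two-sided contrasts, which were HF-HI against sham under saline, HF-HI against sham under memantine, memantine against saline in the HF-HI groups, memantine against saline in the sham groups, and the interaction of impact and drug. Transcripts were counted at an unadjusted p-value under 0.05, the criterion of the study for this experiment, and at a Benjamini-Hochberg adjusted p-value under 0.1. The groups, the contrasts, the thresholds, the alternatives that are not said to be added, the gene lists and the rule for naming transcripts were chosen before the data were examined. The rule named the 5 rising and 5 falling transcripts with the smallest p-values in saline HF-HI against saline sham and the 2 rising and 2 falling ones in each other contrast. It also named the 3 largest rises and 3 largest falls among the saline HF-HI transcripts with an unadjusted p-value under 0.05, and a fixed list of AMPA and NMDA receptor subunits, immediate early genes, Gfap and another glial gene. Some transcripts that the rule named are not reported here. Permutation tests of single transcripts were two-sided, with 100000 resamples.

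The overlap of the transcripts that passed in both impact contrasts was tested with Fisher's exact test across transcripts, which are not independent replicates. Selecting transcripts on a contrast makes that contrast larger than a fresh estimate of the same change. The saline libraries were therefore divided at random into 2 parts with 5 libraries per group, 100 times, transcripts were selected in one part, and their change was measured in the held-out part and in an equally large part of the memantine libraries. Lists of genes were tested with camera (preset inter-gene correlation of 0.01) where at least 5 transcripts were in the table, with an estimated correlation and fry as alternatives. A fry test of changes in mixed directions was also planned. There were 18 lists, and 11 of them were tested. The tested lists were AMPA and NMDA receptor subunits, glutamatergic postsynapse, presynapse, immediate early genes, circadian clock, microglia, astrocytes, oligodendrocytes, endothelial cells, striatum and thalamus. The lists for reactive astrocytes, hippocampus, choroid plexus, blood, Y-linked genes, X-inactivation genes and a pair of genes that the study named as unchanged had too few members in the table.

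The procedure was tested on simulated counts, with 200 of 6831 transcripts changed by 0.4 in log2 counts. Each transcript was drawn independently from a negative binomial distribution with its mean and within-group spread in the 40 libraries. The counts were then transformed like the deposited values, on which the change was smaller. The procedure recovered 78% of the changed transcripts under saline and 80% under memantine. Under saline, 100% of those recovered had the right sign, and 10.3% of the transcripts with an adjusted p-value under 0.1 had not been changed. Among unchanged transcripts, 4.96% had an unadjusted p-value under 0.05. Independent draws lack the variation that transcripts of a library share, so these shares do not show control of error in the real libraries. Random divisions of the real saline libraries gave from 156 to 1155 transcripts with an unadjusted p-value under 0.05. With the same simulated change in both drug arms, the mean change was 0.06 on the log2 scale in held-out saline libraries. It was 0.07 in as many memantine libraries, and 0.001 there with no simulated change under memantine.

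The alternatives were no trend in the variance prior, robust empirical Bayes, weights per library, a fit to the groups of a contrast only, quantile normalisation, centring each library on its median, leaving out the least abundant transcripts (5123 kept), summing transcripts by gene symbol, the replicate number as a block, the first residual principal component as a covariate, stricter thresholds, and leaving out each library in turn. Sums by gene symbol added the antilogs of the deposited values, so a count of 0 still added a constant. Their p-values do not test the sums of normalised counts. Further alternatives were added after the data had been seen. These were log2 of the normalised count plus 1, limma-voom on the recovered counts, removal of each library's trend on GC content and transcript length, and the mean of the striatal marker transcripts as a covariate. Each result of a fit across transcripts was also computed for 99 random divisions of the same libraries beside the real one. Recovered counts passed to voom gave 614 and 326 transcripts with an unadjusted p-value under 0.05 in the impact contrasts under saline and memantine, and 15 and 1 with an adjusted p-value under 0.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.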

Results

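Transcript abundance was measured by RNA sequencing in the cortex of 40 male C57BL/6 mice, 24 h after the last session of high-frequency head impact (HF-HI) or sham handling. Memantine, a blocker of NMDA-type glutamate receptors, or saline was given 1 h before each session. The 4 groups of 10 libraries were saline sham, saline HF-HI, memantine sham and memantine HF-HI, and no sequencing batch was given in the labels. The summed transcript counts per library were 15243978 ± 1090541 in saline sham, 15603100 ± 977213 in saline HF-HI, 15453014 ± 1025713 in memantine sham and 15702709 ± 1251493 in memantine HF-HI (mean ± SD, n = 10 each). The totals did not differ between the saline groups beyond the spread between libraries (two-sided permutation test, p = 0.437). The most abundant transcript took at most 3.4% of the counts of a library, and the transcript with the lowest mean had 549.2 normalised counts per library.

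The first comparison asked which transcripts head impact changed without the drug. In saline HF-HI against saline sham, 651 of 6831 transcripts had an unadjusted limma p-value under 0.05, which is 9.53% where chance gives 342 transcripts. Of these, 313 were higher and 338 were lower in saline HF-HI. After Benjamini-Hochberg adjustment in limma, 14 transcripts had an adjusted p-value under 0.1, 10 of them higher and 4 lower, and 3 had one under 0.05. Among the alternatives that kept the thresholds, the mean of striatal marker transcripts as a covariate, added after the data had been seen, moved the unadjusted count most and left 364 transcripts there and 0 at the adjusted threshold, while the first residual component as a covariate gave 40 at the adjusted threshold. The number at the adjusted threshold also turned on single libraries, with 2 transcripts without saline HF-HI replicate 9 and 38 without saline HF-HI replicate 1. The estimated share of unchanged transcripts was 83.6%.

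**Figure D1:**
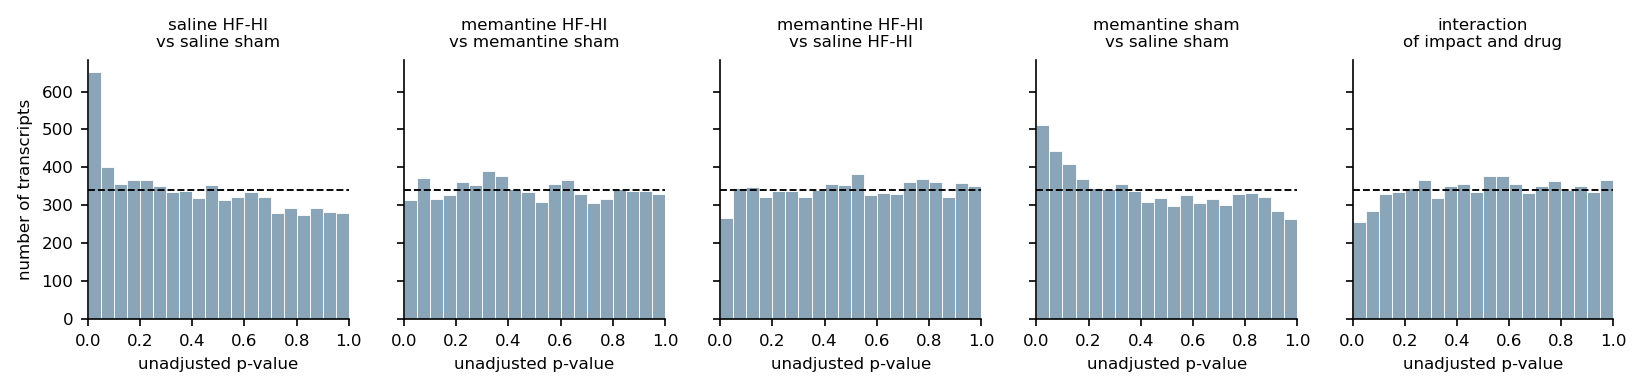
Histograms of the unadjusted limma p-values (x axis, bins of 0.05) of 6831 transcripts in each of the 5 contrasts, with the number of transcripts on the y axis and a dashed line at the number per bin that chance gives (342). The lowest bin holds 651 transcripts in saline HF-HI against saline sham, 513 in memantine sham against saline sham, and 315, 267 and 255 in the other panels.

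The rising transcripts with the smallest p-values in this comparison were Cc2d2a, Slc16a1, C4b, Vps13a and Nr3c1, and each was above the saline sham mean in 10 of 10 saline HF-HI libraries. Cc2d2a (NM_172274, chromosome 5, 43662374 to 43740975 in mm10) rose from 919 ± 63.99 to 1050 ± 30.3 normalised counts (mean ± SD, n = 10 each), a log2 change of 0.08 ± 0.01 (SE) on the deposited scale and 0.20 in counts, with an adjusted limma p-value of 0.00773. C4b (NM_009780, chromosome 17, 34728139 to 34743902), which encodes complement component C4, rose from 550 ± 57.9 to 693 ± 62.8 normalised counts (n = 10 each). Its log2 change was 0.11 ± 0.02 on the deposited scale and 0.34 in counts, with an adjusted limma p-value of 0.0319. Slc16a1 (NM_009196) had the same adjusted p-value and a log2 change of 0.28 in counts. Vps13a (NM_173028) and Nr3c1 (NM_008173), the glucocorticoid receptor, had log2 changes in counts of 0.14 and 0.15 and an adjusted p-value of 0.07.

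The falling transcripts with the smallest p-values were Pdzd2, Lingo3, Fam120c, D430019H16Rik and 6330403K07Rik. Pdzd2 (NM_001081064, chromosome 15, 12359711 to 12739968) went from 2963 ± 266 to 2437 ± 253 normalised counts (mean ± SD, n = 10 each), a log2 change of -0.28 in counts, and was below the saline sham mean in 10 of 10 libraries. Lingo3 (NM_001013758) had a log2 change of -0.34 in counts and an adjusted limma p-value of 0.0845. Fam120c (NM_198105) and D430019H16Rik (NM_001252508) had log2 changes in counts of -0.11 and -0.23 and an adjusted p-value of 0.0916. The last of the 5, 6330403K07Rik (NM_134022), had an adjusted p-value of 0.108. Each of these 10 transcripts had a permutation p-value between 3e-05 for Cc2d2a and 0.00434 for 6330403K07Rik.

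**Figure D2:**
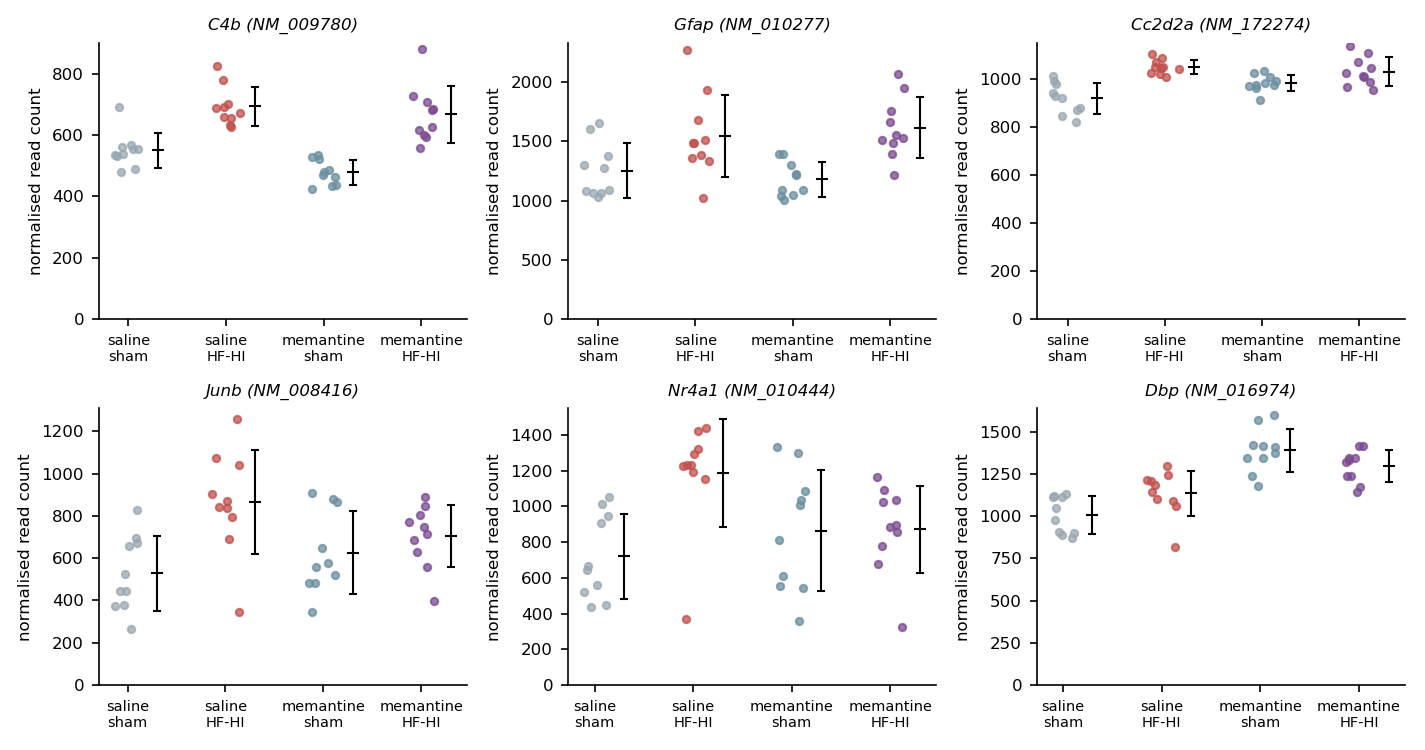
Normalised read counts (y axis, from 0) of 6 transcripts in each library (points) of the 4 groups (x axis), with the mean and SD of 10 libraries as a bar beside the points. C4b is at 478 ± 39.8 and 550 ± 57.9 in the sham groups and at 667 ± 92.4 and 693 ± 62.8 in the HF-HI groups, and saline HF-HI replicate 1 is the low point of Nr4a1 at 369.9.

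Ranking by size of change instead of p-value gave a different group of transcripts. The 3 largest rises among those with an unadjusted p-value under 0.05 were in Cdc42bpa (NM_001346804), Wnk1 (NM_001185021) and Arc (NM_018790), and the 3 largest falls were in Rps6ka3 (NM_148945), Sirpa (NM_001177647) and Pak3 (NM_001195046). Their adjusted p-values ran from 0.25 for Pak3 to 0.494 for Rps6ka3, whose permutation test gave p = 0.0565. The p-values given here for summed transcripts are from limma on summed antilogs of the deposited values, not on the printed sums of counts. The Wnk1 transcript rose from 472 ± 295 to 1320 ± 1031 normalised counts (n = 10 each). The sum of the 4 Wnk1 transcripts in the table went from 7334 ± 473 to 6930 ± 984 counts, in the opposite direction (p = 0.425 on the deposited values). The Rps6ka3 transcript went from 1345 ± 869 to 601 ± 732 normalised counts, and the sum of both Rps6ka3 transcripts from 2365 ± 206 to 2273 ± 95.8. The Cdc42bpa transcript rose from 3096 ± 664 to 5680 ± 2889, and the sum of the 3 Cdc42bpa transcripts went from 11336 ± 377 to 11514 ± 329 counts. On the deposited values, the summed Cdc42bpa transcripts had a limma p-value of 0.942. The summed transcripts gave p = 0.233 for Sirpa, and kept the direction with p = 0.00546 for Arc and 0.0175 for Pak3. Among the 40 largest changes, 35 were in genes with another transcript in the table (87.5%), against 24.5% of all transcripts.

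**Figure D3:**
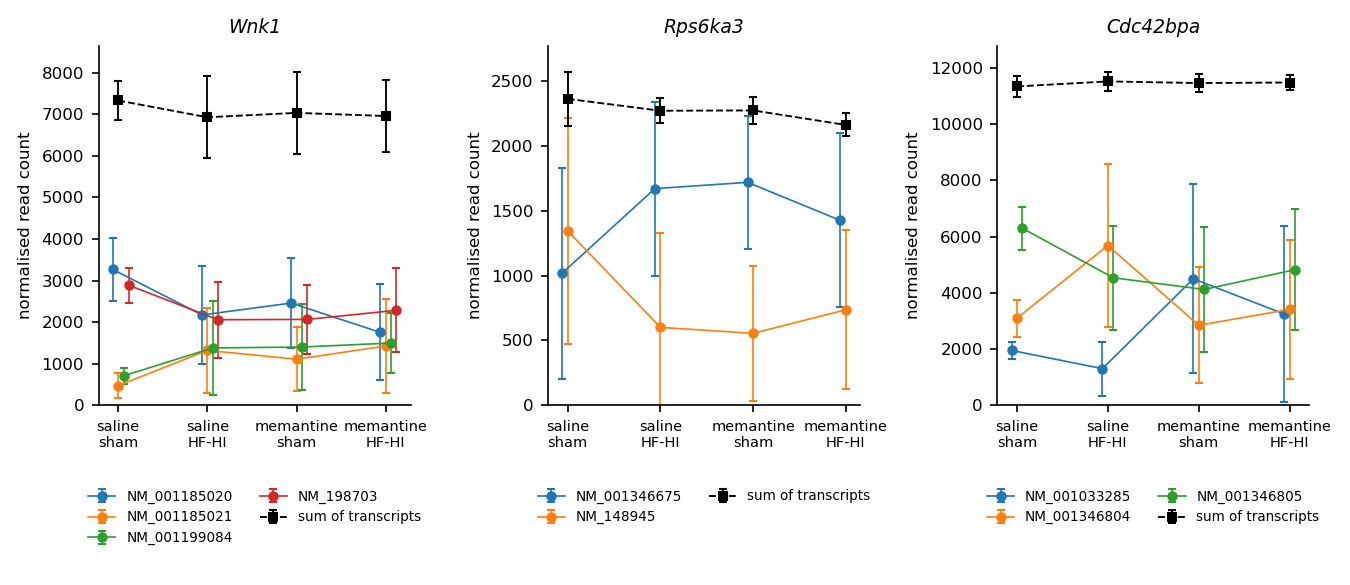
Normalised read counts (y axis, mean and SD of 10 libraries) of each transcript of 3 genes and of their sum (dashed line) in the 4 groups (x axis). Single Wnk1, Rps6ka3 and Cdc42bpa transcripts differ between the saline groups, while the sums lie within an SD of each other, as at 11336 ± 377 and 11514 ± 329 for Cdc42bpa.

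The fixed list of AMPA and NMDA receptor subunits, immediate early genes and a pair of glial genes had 33 transcripts of 21 gene symbols in the table, of 38 symbols listed. In saline HF-HI against saline sham, 7 of them had an unadjusted p-value under 0.05 and 7 had a p-value under 0.1 when adjusted over the list alone, but 0 had one adjusted over all 6831 transcripts. Of these 7, 6 were immediate early transcripts. Junb (NM_008416) rose from 528 ± 177 to 866 ± 245 normalised counts (mean ± SD, n = 10 each), a log2 change of 0.76 in counts, with p = 0.000532 and an adjusted limma p-value of 0.0115 over the list alone. Dusp6 (NM_026268) rose from 1107 ± 116 to 1415 ± 198 and had the same adjusted value over the list. Nr4a1 (NM_010444) rose from 720 ± 238 to 1187 ± 302, with an adjusted value of 0.0227 over the list. Ier5 and both Arc transcripts had adjusted values of 0.0564, and all 6 were above the saline sham mean in 9 of 10 saline HF-HI libraries. The astrocyte gene Gfap (NM_010277) rose from 1253 ± 230 to 1546 ± 347 normalised counts, a log2 change of 0.29 in counts, with an adjusted value of 0.0564 over the list alone. None of the 20 AMPA and NMDA receptor transcripts had an unadjusted p-value under 0.05, and the smallest was 0.05002 for Gria2 (NM_001039195), which was 0.0149 in a permutation test. The sum of the Gria1 transcripts was lower in saline HF-HI with p = 0.00384.

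Of the 11 gene lists tested in saline HF-HI against saline sham, 4 had an adjusted camera p-value under 0.1. The striatal markers were lower, with a mean log2 change of -0.09 over 29 transcripts (adjusted p = 6.93e-05). Immediate early genes were higher by 0.13 over 12 transcripts (adjusted p = 8.86e-05), circadian clock genes by 0.04 over 23 (adjusted p = 0.0309) and microglial markers by 0.03 over 6 (adjusted p = 0.0331). With an estimated inter-gene correlation the adjusted p-value of each of these was 0.309, and with fry it was 0.185 or, for microglia, 0.188, so none of the 4 held there. The other 7 lists had adjusted camera p-values from 0.258 for the glutamatergic postsynapse, with 16 of its 99 transcripts at an unadjusted p-value under 0.05, to 0.786 for the presynapse, with 5 of 82. These tests look for a shift of a list in 1 direction. The fry test of mixed directions gave p = 0.0248 for the glutamatergic postsynapse, or 0.272 adjusted, the smallest adjusted value of the 11 lists. For the presynapse the adjusted value was 0.678. The lists too short to test had between 0 and 4 transcripts in the table. These were 2 for reactive astrocytes, 4 for hippocampus, 1 for choroid plexus, 2 for blood, 4 for Y-linked genes, 0 for X-inactivation genes and 1 for the pair of genes that the study named as unchanged.

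The next comparison asked what head impact changed when memantine had been given. In memantine HF-HI against memantine sham, 315 transcripts had an unadjusted limma p-value under 0.05, where chance gives 342, with 163 higher and 152 lower. The higher share was 51.7% and moved to 62.2% with quantile normalisation and to 66.6% with each library centred on its median. Only C4b had an adjusted p-value under 0.1. C4b rose from 478 ± 39.8 to 667 ± 92.4 normalised counts (mean ± SD, n = 10 each), a log2 change of 0.15 ± 0.02 on the deposited scale and 0.48 in counts, with an adjusted limma p-value of 0.000298 and a permutation p-value of 3e-05. It was above the memantine sham mean in 10 of 10 libraries, and its adjusted p-value ran from 8.16e-05 to 0.0012 across the fits that each left out 1 library. Without memantine sham replicate 9 the number of transcripts at the unadjusted threshold was 525, and with libraries weighted by their residual variance it was 513.

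Mapk4 (NM_172632), also named by the rule in this comparison, went from 1934 ± 163 to 1725 ± 87.1 normalised counts (mean ± SD, n = 10 each), with an adjusted limma p-value of 0.351, and was below the memantine sham mean in 10 of 10 libraries. In the fixed list, 3 transcripts had an unadjusted p-value under 0.05, 2 had one under 0.1 adjusted over the list alone, and 0 had one adjusted over all transcripts. Gfap rose from 1179 ± 146 to 1613 ± 257 normalised counts, a log2 change of 0.46 in counts, with an adjusted limma p-value of 0.00848 over the list alone, and was above the memantine sham mean in 10 of 10 libraries. Nptx2 went from 620 ± 89.1 to 510 ± 70.1 (0.083 over the list), and Gria1 (NM_008165) from 5340 ± 627 to 4740 ± 494 (0.27 over the list). Microglial markers were the only list with an adjusted camera p-value under 0.1 (0.0501, higher by 0.02 over 6 transcripts), and they did not hold with an estimated correlation (0.815) or fry (0.877). The remaining 10 lists had adjusted p-values from 0.425 for the striatum to 0.939.

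How far the saline and memantine responses shared transcripts was asked next. Of the 906 transcripts that passed the unadjusted threshold in either impact contrast, 60 passed in both (6.62%), where 30.0 would do so if the contrasts were independent (odds ratio 2.36, Fisher's exact test across transcripts, p = 1.09e-07). The overlap was lowest, at 5 transcripts, with an unadjusted threshold of 0.01. Of the 60, 55 changed in the same direction (91.7%). Across all transcripts, the log2 changes of the impact contrasts had a correlation of 0.125, where random divisions of the libraries after removal of group means gave from -0.209 to 0.259 and 3 of 100 random divisions within each drug arm, the real one included, gave one as large, and 72.5% of the 651 saline transcripts had the same direction under memantine. Transcripts are not independent replicates.

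The size of the memantine response was then compared with that in saline libraries that had no part in selecting the transcripts. The 651 transcripts had a median change of 0.06 on the log2 scale in the saline libraries, in the direction of selection, and 0.01 in the memantine libraries. When transcripts were selected in 5 saline libraries per group, their median change was 0.09 in those libraries, 0.0166 ± 0.00748 in the held-out saline libraries and 0.0117 ± 0.00784 in as many memantine libraries (median ± SD over 100 divisions). For the 20 largest rises and 20 largest falls, the median change was 0.26 in the saline libraries and 0.02 in the memantine libraries, with 22 of 40 in the same direction. Selected in part of the saline libraries, such a group of 40 changed by 0.37 there, by 0.00642 ± 0.0419 in held-out saline libraries and by 0.0189 ± 0.0323 in as many memantine libraries. Transcripts selected under memantine had a median change of 0.00344 ± 0.00834 in held-out memantine libraries and 0.0123 ± 0.00884 in as many saline libraries.

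**Figure D4:**
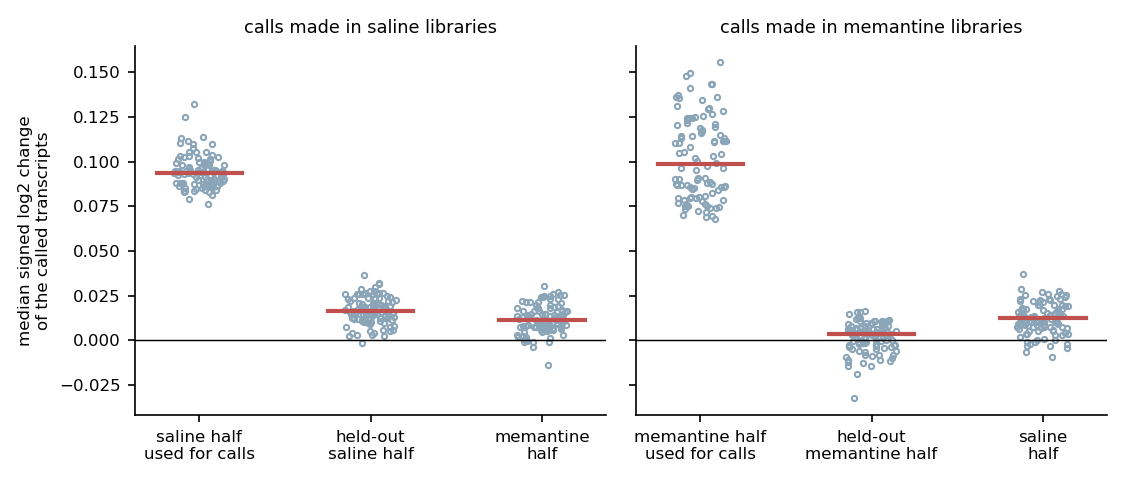
Median log2 change (y axis), signed by the direction of selection, of transcripts selected in 5 libraries per group of saline mice (left) or memantine mice (right), in the libraries used for selection, in the held-out libraries of the same arm and in as many libraries of the other arm, with a point per random division and a line at the median of 100. The change drops from 0.09 to 0.0166 between saline libraries, and to 0.0117 in memantine libraries.

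Memantine was compared with saline among the HF-HI mice. In memantine HF-HI against saline HF-HI, 267 transcripts had an unadjusted limma p-value under 0.05, with 104 higher and 163 lower, and 0 had an adjusted p-value under 0.1. The smallest adjusted p-value was 0.933. The transcripts named by the rule were Pdcd4 (NM_001168491) and Cnot1 (NM_178078), which were higher, and Rps16 (NM_013647) and Crmp1 (NM_007765), which were lower. Crmp1 went from 1003 ± 136 normalised counts in saline HF-HI to 642 ± 243 in memantine HF-HI (mean ± SD, n = 10 each), and Rps16 from 918 ± 76.1 to 768 ± 102. The summed transcripts gave p = 0.429 for Crmp1, 0.437 for Pdcd4 and 0.144 for Cnot1. In the fixed list, 3 transcripts had an unadjusted p-value under 0.05 and 0 had one under 0.1 after either adjustment. Immediate early genes were lower by a mean log2 change of -0.09 (adjusted camera p = 1.22e-05), with all 12 transcripts lower, and striatal markers were higher by 0.06 (adjusted p = 0.000148). Both had an adjusted p-value of 0.359 with an estimated correlation and 0.449 with fry. These tests do not use the replicate number. With libraries paired by that number, a test chosen later, the mean of the immediate early genes was lower in 10 of 10 pairs. The exact p-value was 0.00195, the smallest that 10 pairs can give, and 0.0312 when adjusted over 16 comparisons. The adjustment does not count the choice of pairing. Without pairs, a permutation of libraries gave p = 0.0914, or 0.2 adjusted. Across all transcripts the numbers gave no sign of pairs, with a mean correlation of residuals of 0.00211 for the same number and -0.000225 for others. The other 9 lists had adjusted p-values from 0.367 to 0.883.

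The effect of memantine without impact was compared in the sham groups. In memantine sham against saline sham, 513 transcripts had an unadjusted limma p-value under 0.05, with 251 higher and 262 lower, and 2 had an adjusted p-value under 0.1, against 1 without saline sham replicate 5 or memantine sham replicate 5 and 4 without memantine sham replicate 10. The 2 are circadian clock genes. Dbp (NM_016974, chromosome 7, 45705100 to 45710203) rose from 1006 ± 110 to 1388 ± 129 normalised counts (mean ± SD, n = 10 each), a log2 change of 0.20 ± 0.03 on the deposited scale and 0.47 in counts, with an adjusted limma p-value of 9.59e-05. Its adjusted p-value ran from 4.82e-06 to 0.000411 across the fits that each left out 1 library. Nr1d2 (NM_011584) rose from 3827 ± 206 to 4319 ± 176, with an adjusted p-value of 0.032, and both were above the saline sham mean in 10 of 10 memantine sham libraries. The permutation p-value of both was 1e-05, the smallest that 100000 resamples can give. The falling transcripts named by the rule were Mapk8ip3 (NM_001163447), whose summed transcripts gave p = 0.787, and the clock gene Arntl (NM_007489), which went from 848 ± 94.1 to 723 ± 65.2. Circadian clock genes were higher by a mean log2 change of 0.06 over 23 transcripts, with an adjusted p-value of 9.91e-05 in camera, 0.0349 with an estimated correlation and 0.00645 with fry, and were the only list with a value under 0.1 in the sham groups. The other 10 lists had adjusted camera p-values from 0.196 for the presynapse, which was 0.024 after summing by symbol, to 0.953. In the fixed list, 2 transcripts had an unadjusted p-value under 0.05 and 0 had one under 0.1 after either adjustment.

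These contrasts share libraries. The log2 changes of the impact contrast under saline and of the drug contrast in the sham groups, which share the saline sham libraries, had a correlation across transcripts of 0.457, and 100 random divisions of the libraries, after group means had been removed, gave a mean of 0.497. The impact contrast under saline and the drug contrast among HF-HI mice had a correlation of -0.472, against a mean of -0.499.

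Whether memantine changed the effect of impact was tested by the interaction. The interaction of impact and drug had 255 transcripts with an unadjusted limma p-value under 0.05, with 131 higher and 124 lower, and 0 with an adjusted p-value under 0.1. The smallest adjusted p-value was 0.999. The rule named Picalm (NM_001252521) and Fam120c with a more positive change under memantine and Ank (NM_020332) and Tef (NM_153484) with a more negative one. Tef went from 4536 ± 1095 to 5318 ± 665 normalised counts with impact under saline and from 6304 ± 603 to 4937 ± 1165 under memantine (mean ± SD, n = 10 each). The summed transcripts gave an interaction p-value of 0.144 for Picalm and 0.0606 for Tef. In the fixed list, 2 transcripts had an unadjusted p-value under 0.05 and 0 had one under 0.1 after either adjustment. The immediate early genes had an interaction of -0.12 (adjusted camera p = 0.000346), the circadian clock genes of -0.04 (adjusted p = 0.0142) and the striatal markers of 0.06 (adjusted p = 0.0289). Their adjusted p-values were 0.591, 0.426 and 0.801 with an estimated correlation and 0.691, 0.538 and 0.833 with fry. The other 8 lists had adjusted camera p-values from 0.59 to 0.977. C4b and Gfap, chosen here after their values were seen, had interaction p-values of 0.201 and 0.34.

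**Figure D5:**
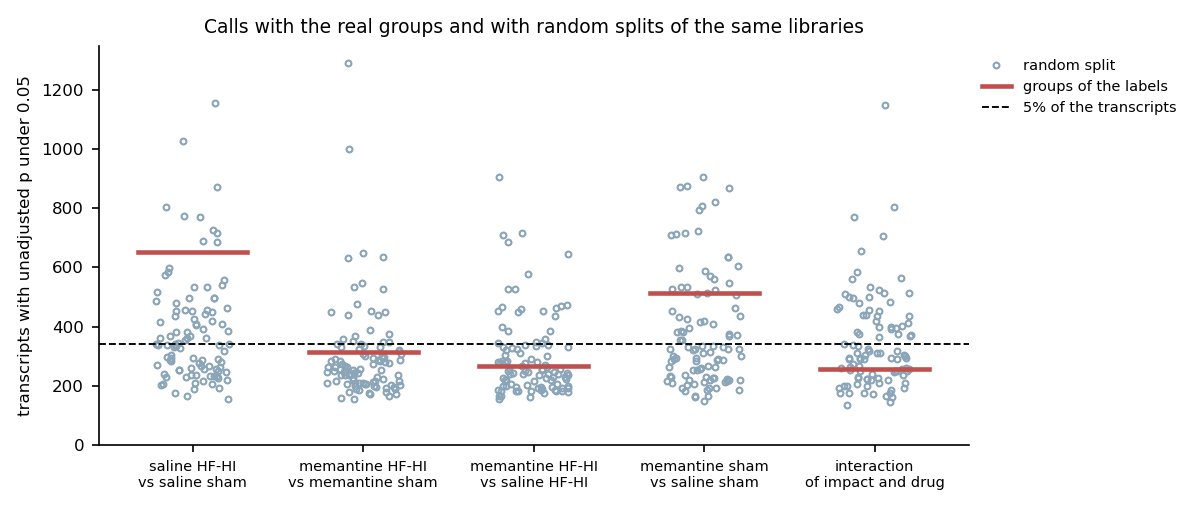
Number of transcripts with an unadjusted p-value under 0.05 (y axis) in each of the 5 contrasts (x axis), for the real groups (red lines) and for 99 random divisions of the same libraries (circles), with a dashed line at 5% of the transcripts. The random divisions reach 1155 transcripts in saline HF-HI against saline sham, where the real groups give 651, and 1291 in memantine HF-HI against memantine sham, where they give 315.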

Values the study reported

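The study reported 674 genes altered by HF-HI in saline-treated mice and 338 genes altered by HF-HI in memantine-treated mice, at P < 0.05. It gave the overlap of these lists as 7.2% of all the genes in them.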

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

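The test that left out libraries from the immediate early genes, the tests on the replicate number and on the means of gene lists, and the counts of random divisions and exchanges, were chosen after the results they concern had been seen. Single libraries stood apart from the other 9 of their group in 24 of 288 groups of values, where chance gives about 14.

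Immediate early genes in replicate 1 of the HF-HI groups gave the largest cluster of such libraries. The mean of the 12 immediate early transcripts, centred on all libraries, was -0.212 on the log2 scale in saline HF-HI replicate 1, where the next lowest library of the group was at 0.06. In memantine HF-HI replicate 1 it was -0.29, with the next lowest at -0.07. Saline HF-HI replicate 1 was the lowest of its group in Arc (978 and 727 normalised counts in its transcripts NM_018790 and NM_001276684), Egr1 (1385), Nr4a1 (369.9), Nr4a3 (428) and Dusp6 (942). Memantine HF-HI replicate 1 was the lowest in Arc NM_018790 (930). Saline HF-HI replicate 5 was the highest in Ier5 (1531). The immediate early transcripts had a mean pairwise correlation of 0.552 within groups, so these values are not separate observations. The low library in saline HF-HI works against the rise of the list in that group. Without the highest saline HF-HI library and the lowest saline sham library, the difference between saline HF-HI and saline sham in the mean of the list was 0.106, against 0.132 with all libraries, which argues against a few high libraries as its source. Replicate 1 was low in the sham groups too, with the mean of the list lowest of the 10 libraries in memantine sham (-0.295) and second lowest in saline sham (-0.136). Across the groups, the replicate number went with 60.9% of the variation of the list within groups (numbers shuffled within groups, p = 9e-04, adjusted over 11 lists 0.0099), which argues against a chance order of the libraries, and the other 10 lists had adjusted p-values from 0.347 to 0.62. With libraries paired by number, the list was higher in saline HF-HI than in saline sham in 9 of 10 pairs (exact p = 0.0156, adjusted over 16 comparisons 0.0625) and lower in memantine HF-HI than in saline HF-HI in 10 of 10 pairs (p = 0.00195, adjusted 0.0312; 0.0914 and 0.2 without pairs). What the number stands for, such as an order of handling, is not in the labels and stays open. A mislabelled library was not tested, and neither was any biological explanation for a single library.

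Single libraries also stood apart in other transcripts named in the report. For C4b, saline sham replicate 7 was the highest of its group at 692 normalised counts, and memantine HF-HI replicate 7 was the highest of its group at 878. Memantine sham replicate 9 was the highest in Nr3c1 (4355) and the lowest in Crmp1 (543). Without that library, the memantine HF-HI contrast had 525 transcripts with an unadjusted p-value under 0.05 in place of 315. Memantine HF-HI replicate 2 was the lowest in Lingo3 (444) and the highest in Cdc42bpa NM_001346804 (9729), and memantine sham replicate 5 was the highest of its group in that Cdc42bpa transcript (7650). Saline HF-HI replicate 8 was the lowest in Dbp (817), and saline HF-HI replicate 3 was the lowest in Tef (3677). Memantine HF-HI replicate 5 was the lowest in the mean of the 6 microglial transcripts (-0.0634).

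Glutamate receptor transcripts with a library apart were Gria2 NM_001083806 and NM_013540, both lowest in saline HF-HI replicate 2 (4092 and 4147 normalised counts), Grin1 NM_001177657, highest in saline sham replicate 3 (1918), and Gria1 NM_001252403, lowest in memantine HF-HI replicate 8 (247). Each of these genes, Cdc42bpa and Crmp1 have more than 1 transcript in the table. A candidate explanation is the division of reads between transcripts of a gene by the counting program. The median share of the change left in the gene sum was 10.1% for the 40 largest changes in saline HF-HI against saline sham. A small share also arises where a transcript is a small part of its gene. The share was not computed for these single libraries. No biological explanation was tested for them.

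The effect of impact differed between saline and memantine in 3 gene lists, by the interaction in camera with its preset correlation. The adjusted p-value was 0.000346 for immediate early genes, with an interaction of -0.12 and all 12 transcripts lower, 0.0142 for circadian clock genes (-0.04, 17 of 23 lower) and 0.0289 for striatal markers (0.06, 22 of 29 higher). Of 100 random divisions of the libraries, the real one included, 11 gave as small a camera p-value for the immediate early genes, 4 for the circadian clock genes and 31 for the striatal markers. When libraries were exchanged between saline and memantine within the sham and HF-HI groups, 12, 3 and 33 of 100 did. With fry, the adjusted p-values were 0.691, 0.538 and 0.833. A permutation of libraries on the mean of each list gave an interaction p-value of 0.12, 0.123 and 0.204. Few random divisions matched the circadian clock genes in camera, but this permutation does not exclude chance for them. With libraries paired by replicate number, which goes with the immediate early genes, their interaction was negative for 8 of 10 numbers (exact p = 0.043, adjusted over 4 lists 0.172), while the circadian clock genes and striatal markers had p = 0.246 and 0.174. Chance stays open for all 3 lists after adjustment. A difference in the effect of impact between the drug arms stays open as a biological explanation, as does the time of day of dissection, which the labels do not give.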

How the results depend on the processing

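The covariate of striatal markers, the removal of trends on GC content and length, log2 of the normalised count plus 1, and voom were chosen after seeing the data. The counts of transcripts with an unadjusted p-value under 0.05 stayed within 1.5 times of the reported ones under the alternatives that kept the threshold, leaving out libraries apart, with a pair of exceptions. Weights per library gave 513 transcripts in place of 315 in the memantine HF-HI contrast, 284 of them among the 315, and the striatal covariate gave 364 in place of 651 in the saline HF-HI contrast, 263 of them among the 651. The cause was not tested for the weights. The number of transcripts with an adjusted p-value under 0.1 in the saline HF-HI contrast, reported as 14, was less stable. It was 32 with weights per library, 40 with the first residual component as a covariate, 31 with the GC and length trends removed, 3 with only the groups of the contrast in the fit, 4 without the least abundant transcripts (5123 kept) and 0 with the striatal covariate. Of the 14, all were among the 32 and the 40, and 12 were among the 31. The fits to fewer groups and to fewer transcripts have less information by construction. The first residual component comes from the residuals after group means are removed, so it leaves the contrasts unchanged. It alters only the residual variance, estimated from those same residuals, so its count of 40 is not separate evidence. The cause of the other changes was not tested.

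In the memantine HF-HI contrast, where C4b alone had an adjusted p-value under 0.1, there were 0 such transcripts without the least abundant ones, to which C4b belongs, with 221 at the unadjusted threshold, and 2 with the first residual component. In the contrast of the sham groups, reported as 2, there was 1 with quantile normalisation, 5 with the GC and length trends removed and 27 with the first residual component. The first residual component again altered only the residual variance. The cause of the other changes was not tested. The contrast between the HF-HI groups and the interaction had 0 under each alternative. Their counts at the unadjusted threshold ran from 186 to 373 and from 172 to 378 over the alternatives that kept the threshold.

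At an unadjusted p-value under 0.01, the counts were 184 in the saline HF-HI contrast, 65 in the memantine HF-HI contrast, 42 between the HF-HI groups, 118 between the sham groups and 40 for the interaction, and 3 transcripts of the saline HF-HI contrast had an adjusted p-value under 0.05. The overlap of the impact contrasts was 5 transcripts, all in the same direction, and the held-out saline response of the selected transcripts rose to 0.0247. Stricter thresholds give lower counts by construction.

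Leaving out each of the 40 libraries in turn gave from 540 to 777 transcripts with an unadjusted p-value under 0.05 in the saline HF-HI contrast and from 2 to 38 with an adjusted p-value under 0.1, the lowest without saline HF-HI replicate 9 and the highest without saline HF-HI replicate 1. In 27 of the 40 fits the adjusted count moved by more than 1.5 times. The memantine HF-HI contrast had from 253 to 525 at the unadjusted threshold, the highest without memantine sham replicate 9, and 1 or 2 at the adjusted one, the latter without memantine HF-HI replicate 5. The contrast between the HF-HI groups had from 215 to 326 and 0, that between the sham groups from 415 to 696 and from 1 (without saline sham replicate 5 or memantine sham replicate 5) to 4 (without memantine sham replicate 10), and the interaction from 208 to 365 and 0.

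With the replicate number as a block, the saline HF-HI contrast had 656 transcripts at the unadjusted threshold and 17 at the adjusted one, 10 of them among the 14, the memantine HF-HI contrast had 314 and 1, the contrast between the HF-HI groups 278 and 0, that between the sham groups 507 and 1, and the interaction 265 and 0. Libraries with the same replicate number had a mean correlation of residuals of 0.00211 over 60 pairs, against -0.000225 over 540 other pairs, so across all transcripts the numbers give no sign that libraries are paired. The replicate number had 349 transcripts with an unadjusted p-value under 0.05 and 0 with an adjusted p-value under 0.1, and 37 of 100 orders of the numbers, the real one included, gave at least 349. The immediate early genes were an exception, with a mean correlation of 0.491 between groups across the numbers.

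The gene lists depended most on the test. With an estimated inter-gene correlation and with fry, the number of lists with an adjusted p-value under 0.1 was 0 in the saline HF-HI contrast, the memantine HF-HI contrast, the contrast between the HF-HI groups and the interaction, where camera gave 4, 1, 2 and 3. Circadian clock genes in the sham groups were the exception. The correlation within lists was estimated as 0.552 for immediate early genes, 0.3 for microglial markers, 0.188 for striatal markers and 0.0642 for circadian clock genes, where camera took 0.01. Giving camera these correlations in place of 0.01 and changing nothing else, a test chosen after the results were seen, also left 0 lists in those 4 contrasts and 1 in the sham groups, so the correlation is the cause of the loss with an estimated correlation. The cause was not tested for fry. After summing by gene symbol, 2 lists passed in the sham groups in place of 1, and 3 lists were stronger across the contrasts. Quantile normalisation and the block changed no list.

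Of the 64 tests of named transcripts, 49 kept their direction and side of the threshold after summing by gene symbol, 10 were weaker, 4 were stronger and 1 reversed. The reversed one was Wnk1, with p = 0.425 in the opposite direction. Permutation tests made 1 result weaker and 3 stronger, and quantile normalisation and the block each made 2 stronger. The depth limits the rarest transcripts most, since counting error alone is 4.27% at the lowest mean count.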

Other observations

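The tests of isoforms, of replicate spread, of selection and of whether striatal markers move together in the saline HF-HI contrast were written down before their results were seen, and the other tests in this part, the striatal covariate among them, were chosen after. The random divisions and exchanges of libraries were drawn with a fixed seed, and each count out of 100 includes the real grouping.

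Random divisions of the same libraries often gave as many transcripts as the real groups. For an unadjusted p-value under 0.05, 11 of 100 divisions gave at least the 651 transcripts of saline HF-HI against saline sham, 30 the 315 of the memantine HF-HI contrast, 46 the 267 between the HF-HI groups, 25 the 513 between the sham groups and 67 the 255 of the interaction. The median over random divisions ran from 252 to 340 transcripts. For an adjusted p-value under 0.1, 5 divisions gave at least 14 transcripts in the saline HF-HI contrast, 11 gave at least 1 in the memantine HF-HI contrast and 4 gave at least 2 between the sham groups. The other contrasts had 0, which all 100 divisions reach. Chance therefore stays open for these counts, except for the 2 clock genes in the sham groups. The single transcript of the memantine HF-HI contrast is C4b, whose own tests argue against chance for it, with an adjusted limma p-value of 0.000298 there, a permutation p-value of 3e-05 and an adjusted p-value of 0.0319 in the saline HF-HI contrast, which has other libraries. Of the gene lists with an adjusted camera p-value under 0.1, the circadian genes stood out in saline HF-HI against saline sham (3 of 100 divisions) and in the sham groups (1 of 100). In the saline HF-HI contrast, though, a permutation of libraries on the mean of the circadian list gave p = 0.0753 (adjusted over 16 comparisons 0.2), with 8 of 10 libraries above the saline sham mean, so chance is not excluded there. The immediate early genes, microglial markers and striatal markers were matched by 7, 13 and 7 divisions in the saline HF-HI contrast. The permutation of libraries there gave p = 0.0171 for the immediate early genes (adjusted 0.0912). The microglial markers were matched by 7 in the memantine HF-HI contrast, and the immediate early genes and striatal markers by 6 each between the HF-HI groups. These divisions ignore the replicate number, which goes with the immediate early genes. Paired by number, that list was lower in memantine HF-HI than in saline HF-HI in 10 of 10 pairs (exact p = 0.00195). Adjusted over 16 comparisons this was 0.0312, against 0.2 for the permutation without pairs.

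Fewer transcripts passed under memantine than under saline, with a difference of 336 between 651 and 315. Exchanging libraries between the drug arms at random, within sham and within HF-HI, gave a difference as large in either direction in 27 of 100 cases, with a largest difference of 918. The difference in counts is therefore within what chance assignment to drug gives. The residual variance in the memantine groups was 1.03 times that in the saline groups, and scaling the spread by it would leave 632 saline transcripts, so the mean spread of the groups does not account for the difference. Single libraries mattered more, and in both directions. Without memantine sham replicate 9 there were 663 saline and 525 memantine transcripts, the smallest difference at 138. Without saline HF-HI replicate 1 there were 777 and 330, the largest difference at 447. With weights per library there were 763 and 513. Replicate spread therefore stays open as a source. If the saline sham libraries alone stood apart, the saline HF-HI libraries should differ little from memantine sham, and 752 transcripts had an unadjusted p-value under 0.05 in that comparison, 1 of them with an adjusted p-value under 0.1. As 5 of 100 random divisions of those libraries gave as many (median 289, highest 1207), this source stays open. The other cross comparison goes with it. Memantine HF-HI against saline sham gave 538 transcripts, 9 with an adjusted p-value under 0.1, where memantine HF-HI against memantine sham gave 315 and 1. An effect of memantine on the response to impact stays open and was not shown by the interaction, which had 255 transcripts at the unadjusted threshold and 0 after adjustment.

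Transcripts selected for their change in saline mice changed less in memantine mice, and selection itself gives such a drop. In held-out saline libraries the median change of the selected transcripts was 0.0166, down from 0.09 in the libraries used for selection, and in as many memantine libraries it was 0.0117. A gap as large between the held-out saline and the memantine value appeared in 59 of 100 exchanges of libraries between the drug arms. The data are consistent with selection on one contrast as the source of most of the drop, and they do not show a smaller response under memantine than in fresh saline libraries. The drop for the 40 largest changes cannot be read as an effect of the drug either, since a group of 40 selected in part of the saline libraries had a median change of 0.00642 ± 0.0419 in the held-out saline libraries (median ± SD over 100 divisions).

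The overlap of 60 transcripts between the impact contrasts was reached by 4 of 100 random divisions, where the median was 18 and the highest 131. An effect of impact common to both drug arms was then tested with the average of the contrasts. It had 655 transcripts with an unadjusted p-value under 0.05 and 28 with an adjusted p-value under 0.1, 18 higher and 10 lower with impact, and 2 of 100 random divisions gave as many. All 28 changed in the same direction in both arms, and 20 had an unadjusted p-value under 0.05 in each arm alone. Selection on the average of the arms favours both, so these counts are not a separate test of a common effect. They included C4b (log2 change 0.13 on the deposited scale, adjusted limma p-value 2.9e-06), Dio2 (-0.12, 0.0233), Gfap (0.17, 0.0303), Slc7a11 (0.07, 0.0362) and B2m (0.05, 0.0548), which were chosen after their values were seen. C4b and Gfap may thus respond to impact whether or not memantine was given, a hypothesis found and tested on the same libraries. The list of astrocyte markers does not support a wider astrocyte response, with 12 of its 27 transcripts higher under saline (adjusted camera p = 0.613) and 10 higher under memantine (adjusted p = 0.939). With the striatal marker mean as a covariate, 2 of the 28 kept an adjusted p-value under 0.1, while a median of 90.8% of their saline change was left.

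Striatal tissue in the cortex dissections is a candidate source of part of the saline HF-HI result. The 29 marker transcripts of 17 genes in the table were lower in saline HF-HI by 0.09 on the log2 scale in the mean (permutation p = 0.00942, adjusted over 16 comparisons 0.0754), with 10 of 10 libraries below the saline sham mean. Of the 26 listed symbols, 1 is in another list, and cortex free of striatum was not analysed here. Among the abundant markers, Ppp1r1b went from 3421 ± 517 to 2863 ± 255 normalised counts and Penk from 3701 ± 640 to 3060 ± 551 (mean ± SD, n = 10 each), while Drd1 (NM_010076) went from 955 ± 425 to 759 ± 268. Within groups the markers had a mean pairwise correlation of 0.188, above the highest of 1000 random sets of transcripts (0.0779) and below 4 other lists (from 0.291 to 0.552). The markers thus vary together, as shared tissue and joint regulation would both give, and the value does not decide between them. As a covariate, the marker mean took the saline transcripts at the unadjusted threshold from 651 to 364, and 0 of 99 shuffles of it within groups gave as few (median 575, lowest 386). The median share of the change left in the 651 was 82.1%, and 263 of them kept an unadjusted p-value under 0.05, so most of the change was not removed by the covariate and this source stays open for them. Of 642 saline transcripts outside the list, 78.2% changed in the direction that the marker mean predicts within groups, a share given without a value from shuffles. The within-group slope on the marker mean and the saline change had a correlation across transcripts of -0.198. The 99 shuffles gave from -0.159 to 0.135. The explained share of the squared change was 3.94%, which is small. For the 14 transcripts with an adjusted p-value under 0.1, the median share of the change left was 88.9%, and all 14 kept an unadjusted p-value under 0.05, though 0 kept an adjusted p-value under 0.1, which argues against this source for the whole of their change. A fall of striatal genes within cortical cells after impact was not tested and stays open.

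GC content and transcript length were argued against as sources of most of the saline HF-HI transcripts, and library depth as a source of their number. After each library's trend on GC content and length had been removed, 718 transcripts had an unadjusted p-value under 0.05, where 638 of the same 6698 transcripts did before. Of the 718, 580 were among the reported 651. With the log2 library total as a covariate there were 636 in place of 651, a count that does not show whether they were the same transcripts.

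The largest changes in saline HF-HI against saline sham may come in part from the division of reads between transcripts of a gene by the counting program. Of the 40 largest, 35 had another transcript in the table, against 24.5% of all transcripts (Fisher's exact test of the 40 against the rest of the table, odds ratio 21.998, p = 5.56e-17). Transcripts of the same gene, such as those of Wnk1 and Rps6ka3, are separate trials in this test. They are not independent, so the p-value is too small. In 30 of these 35 (85.7%) another transcript of the gene moved the opposite way, against 73.6% of the other transcripts at the unadjusted threshold that have another transcript and 68.1% of all that do, so opposite movement is common in the table. The median share of the change left in the gene sum was 10.1%, against 19.1% for those other transcripts, and 8 gene sums had an unadjusted p-value under 0.05 in the same direction. A transcript that is a small part of its gene leaves a small share even if no other transcript moves. The share is therefore weak evidence for divided reads. A change in the use of transcripts cannot be excluded for single genes and was not tested.

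Circadian clock genes were higher in memantine sham than in saline sham in the absence of impact. The mean of the 23 transcripts differed by 0.06 on the log2 scale (permutation p = 0.00345, adjusted over 16 comparisons 0.0552), with 10 of 10 memantine sham libraries above the saline sham mean. Of 12 transcripts in phase with Dbp, 11 were higher, and 3 of the 4 in the opposite phase were lower, as a shift in clock phase would give. Across the 40 libraries, after group means had been removed, Dbp and Arntl had a Pearson correlation of -0.586 (permutation p = 7e-05) and a Spearman correlation of -0.566 (p = 0.00018), and the Pearson value was -0.523 without the 2 libraries farthest from the median of Dbp. Among HF-HI mice memantine gave no such rise (0.0158, p = 0.446), and the mean of the list was -0.0355 in saline sham, below the 0.0196, 0.0158 and 2.64e-05 of memantine sham, memantine HF-HI and saline HF-HI. An effect of memantine on the clock in sham mice, saline sham libraries that stand apart and a difference in the time of day of dissection cannot be told apart here, because the labels give no time of day.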
